A study of Mus musculus with 9 samples.

How the data were processed

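RNA was measured in 9 libraries of the mouse cell line PDA530 Met, in 3 groups of 3 replicates. Per the labels, total RNA was isolated from untreated cultures under normal growth and libraries were made with the KAPA mRNA HyperPrep kit. The design text calls the parental cells PDA50 Met and the other labels say PDA530 Met; they are taken here as 1 line. Groups were taken from the labels of each sample. The labels give no sequencing or library batch.

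The values are RSEM estimated counts per gene as deposited by the authors, 1 column per library, for 54838 Ensembl gene identifiers. All deposited values were whole numbers, so rounding changed none of them. The aligner, the RSEM version, the genome build, the annotation release and the strand setting are not stated in the labels. RSEM divides reads that match several genes between them by an estimate, so values of near-identical gene copies and of overlapping genes are uncertain, and antisense overlaps are uncertain too because the strand setting is unknown. Gene symbols, positions and neighbours were taken from GENCODE M21 on build GRCm38, which held 54809 of the identifiers and lacked 29. Coordinates are from that annotation, 1-based, and are not statements about the build used by the authors. Of the matched identifiers, 219 share their symbol with another identifier.

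Counts were tested with the quasi-likelihood test of edgeR 4.0.16 (glmQLFit and glmQLFTest) in R 4.3.3 after the filterByExpr filter (minimum count 10, minimum total count 15) and TMM scaling. All 9 libraries entered 1 fit with the group as the only term, and the 3 groups shared 1 estimate of the spread. The filter left 13153 genes. Another 12102 genes had a count but were removed, and 29583 had no count in any library. The tested genes held at least 99.88% of the counts of each library. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 within a comparison, and every adjusted p given for a gene is from this test unless another is named. A gene was counted as apart in a group when it was called in the same direction against both other groups. Standard errors (SE) are the size of the unshrunken log2 fold change divided by the square root of the F statistic. CPM values are depth-scaled counts after TMM scaling, and means are given with the SD over 3 libraries. Where a group held no count, the fold is a lower bound against a floor of 3 counts, and with 1 to 3 counts the ratio is given with its 95% counting interval. Such bounds and intervals cover counting error only, since reads without molecular identifiers are not independent molecules.

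Gene lists were tested with camera in limma 3.58.1 on log2 CPM (prior count 2) with a preset correlation of 0.01 and Benjamini-Hochberg adjustment over the 7 lists of a comparison. The lists hold palmitoylation enzymes, ligands of natural killer cell receptors, MHC class I presentation genes, interferon-stimulated genes, epithelial genes, mesenchymal genes and proliferation genes, and 3 genes are on more than 1 list.

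The groups, tests, gene lists, alternatives and the rule for naming genes were chosen before the data were examined. The rule takes Zdhhc20 and the 5 tested genes on either side of it. It then takes the 5 highest and 5 lowest genes apart in the knockout clone, ranked by the smaller of both absolute log2 fold changes. These had to reach an absolute log2 fold change of 1 in both comparisons, a mean of 5 CPM where they were higher, and no overlap between the 3 libraries and the 6 others. The same rule gives the 2 highest and 2 lowest genes for each of the other groups. It adds members of the lists that were apart in the knockout clone with an absolute log2 fold change of at least 1 in both comparisons, the Y chromosome genes Ddx3y, Uty, Kdm5d and Eif2s3y, and Xist. The rule passed 467 genes for the knockout clone, 191 for the control clone and 95 for the parental cells.

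The test was tried on simulated counts with 200 genes changed by known folds. For the knockout clone against the control clone, 74% of them were recovered among 12951 simulated genes, 83.3% of those changed 4-fold, with 0 in the wrong direction, and 12 unchanged genes were called. For the knockout clone against the parental cells, 72% were recovered and 5 unchanged genes were called. Because comparisons that share libraries also share chance values, groups without a difference were simulated as well. In each of 9 results read from these simulations, 0 genes came out apart from both other groups. The results with all groups equal were read from the same simulated counts. All simulated groups had the same dispersion per gene and genes varied independently. The larger spread of the control clone and shifts shared by many genes were therefore not simulated.

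The alternatives were size factors of DESeq2 1.42.0 or total counts in place of TMM, no filter or a mean of at least 5 CPM, DESeq2 or limma voom as the test, the replicate number as a block, a fit of only the groups compared, each library left out in turn, glmTreat against a fold change of 1.2, and an added threshold of 1 on the absolute log2 fold change. Lists were also tested with fry and with an estimated correlation. Every sample column was used. The raw reads and the DNA of the clones were not analysed here.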

Results

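ZDHHC20 is a palmitoyltransferase, an enzyme that attaches palmitate to proteins. Its gene was targeted with CRISPR/Cas9 in PDA530 Met, a pancreatic ductal adenocarcinoma line grown from a metastasis in the liver of a male mouse of the KPC strain, a genetic model of this cancer. RNA-seq was collected from 3 groups of 3 libraries. The knockout group was 1 single-cell clone edited in Zdhhc20. The control group was 1 single-cell clone that had received the same guide RNAs, was not edited and expresses Zdhhc20. The parental group was the uncloned line. The knockout and control libraries come from 1 clone each, so the libraries of a group are replicates of a clone and not of independent clones. Total counts per library ranged from 16525869 to 23192701. The knockout libraries held 20435144, 17699960 and 17237512 counts, the control libraries 23192701, 17272728 and 19425946, and the parental libraries 20593427, 16525869 and 16893136.

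Libraries of 1 group were more alike than most libraries of different groups. The correlation of log2 CPM across genes was 0.9637 to 0.9906 within groups and 0.9177 to 0.9651 between groups. No pair of libraries agreed within sampling noise, since the lowest chi-square per gene was 4.92, so each library was counted as 1 replicate. The first principal component held 56.1% of the variance and separated the knockout libraries, at 66.65 to 69.54, from all others, at -52.3 to -19.89. The second held 22.1% and separated the control clone from the parental cells. The third held 8.25% and placed control replicates 2 and 3 at opposite ends, at -38.09 and 38.71. Among 10020 genes with a mean of at least 5 CPM, the median SD of log2 CPM was 0.203 in the control clone, 0.0753 in the knockout clone and 0.0839 in the parental cells.

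**Figure D1:**
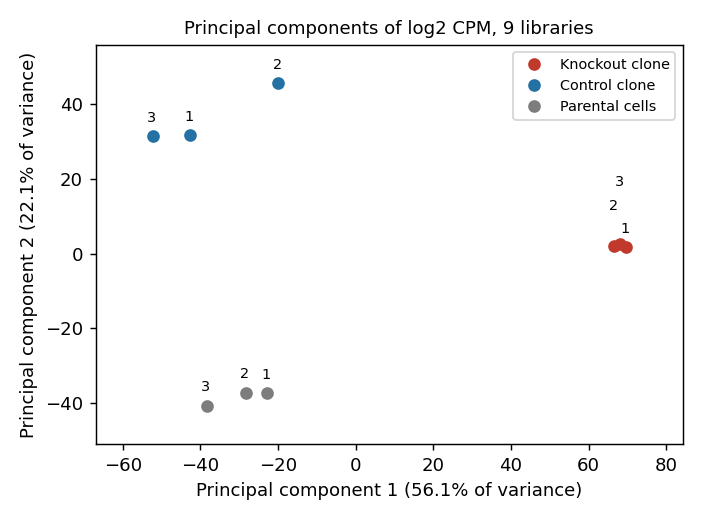
Principal components 1 (horizontal, 56.1% of variance) and 2 (vertical, 22.1%) of log2 CPM, with 1 point per library coloured by group and numbered by replicate. The knockout libraries lie at 66.65 to 69.54 on component 1, apart from the other 6.

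The targeted gene was examined first. Zdhhc20 (ENSMUSG00000021969) lies on chromosome 14 from 57832703 to 57890276 in GRCm38. It was at 37.5, 33.9 and 42.5 CPM in the knockout libraries, at 123, 85.8 and 120 CPM in the control libraries, and at 75.3, 81.2 and 90.7 CPM in the parental libraries. Its mean was 38 ± 4.34 CPM (SD, n = 3) in the knockout clone, and 2104 counts were still assigned to it there. The log2 fold change was -1.53 (SE 0.15, adjusted p 6.97e-05) against the control clone and -1.12 (SE 0.15, adjusted p 0.000585) against the parental cells. Both were called under the other scalings, filters and tests, with the replicate block, in the fit of only the groups compared and with any 1 library left out. glmTreat was not run for single genes. The alternative that moved the first most was leaving out control replicate 2, which gave -1.68. Gene-level counts give no position within the transcript, so the edit itself was not examined. Zdhhc20 was 0.41 higher on the log2 scale in the control clone than in the parental cells (SE 0.15), which was not called (adjusted p 0.0714), but was called without control replicate 2 (0.56, adjusted p 0.00419), without a filter (0.41, adjusted p 0.0425) and with a replicate block (0.40, adjusted p 0.0475).

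Among the 5 tested genes on either side of Zdhhc20, Micu2 was the only one called lower against both other groups with a log2 fold change near that of Zdhhc20. Micu2 (ENSMUSG00000021973, chromosome 14 from 57916261 to 57999262) was at 26.4 ± 0.906 CPM in the knockout clone, 53.3 ± 10.4 CPM in the control clone and 50.1 ± 5.46 CPM in the parental cells (SD, n = 3). Its log2 fold changes were -1.01 (SE 0.14, adjusted p 0.000491) and -0.92 (SE 0.14, adjusted p 0.00126). Of all tested genes, 7.59% fell at least as much in both comparisons. Cab39l was also called lower in both, by smaller amounts of -0.47 (adjusted p 0.00369) and -0.32 (adjusted p 0.0337), and the second call was lost without a filter (adjusted p 0.0697) and without knockout replicate 2 (adjusted p 0.134). Rcbtb1 was 1.11 higher (adjusted p 0.000332) and Setdb2 0.61 higher (adjusted p 0.00156) than in the control clone, while neither was called against the parental cells, although both were in the fit of only the groups compared (adjusted p 0.00429 and 0.0302). The control clone was itself below the parental cells for Rcbtb1 (-0.86, adjusted p 0.00356) and Setdb2 (-0.37, adjusted p 0.0374). Much of these differences therefore lies in the control clone. Mrpl57 was called lower against the control clone (-0.48, adjusted p 0.0111), a call lost without knockout replicate 1 (adjusted p 0.0575). Mrpl57 was 0.48 higher in the control clone than in the parental cells (adjusted p 0.0215), and the knockout clone differed from the parental cells by 0.005. Ska3 was called higher against the control clone (0.47, adjusted p 0.0412), a call lost in the fit of only the groups compared (adjusted p 0.0748). Xpo4 and Lats2 were called higher against the parental cells, at 0.62 (adjusted p 0.00695) and 0.77 (adjusted p 0.0472). The Lats2 call was lost without parental replicate 3 (adjusted p 0.137), and Xpo4 was also called against the control clone in 7 of the alternatives. Sap18 and Phf11c were called in neither knockout comparison. Xpo4, Lats2, Sap18, Ska3, Setdb2 and Cab39l overlap other annotated genes, so their counts can include reads of those.

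**Figure D2:**
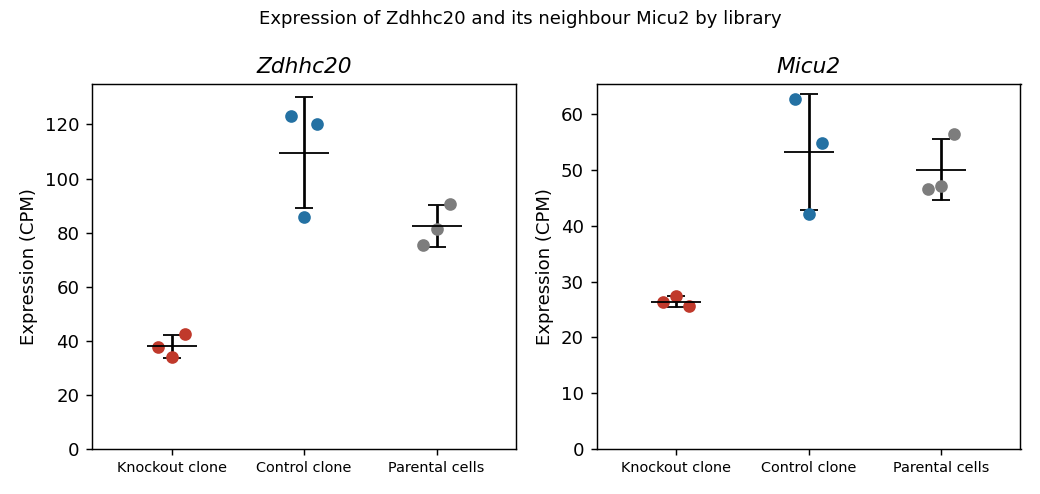
Expression in CPM (vertical) of Zdhhc20 and of its neighbour Micu2 in each library, with the group mean as a horizontal line and the SD over 3 libraries as the error bar. Knockout libraries lie at 33.9 to 42.5 CPM for Zdhhc20 and 25.6 to 27.4 CPM for Micu2, below all other libraries.

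Comparing the knockout clone with the control clone asks what differs between an edited and an unedited clone. Of 13153 genes, 5643 (42.9%) were called, 2456 higher and 3187 lower in the knockout clone. The threshold moved this count most, since 1843 genes (484 higher, 1359 lower) also had an absolute log2 fold change of at least 1. Comparing the knockout clone with the parental cells asks the same without cloning of the reference. Here 4131 genes (31.4%) were called, 1727 higher and 2404 lower, of which 1392 reached that size. This count was 2515 without parental replicate 3 and 2626 without knockout replicate 1. The comparison of the control clone with the parental cells shows how far an unedited clone differed from its line. It gave 2814 genes (21.4%), 1370 higher and 1444 lower, of which 851 reached that size. Leaving out parental replicates 1, 2 or 3 lowered this count to 1472, 1537 or 1792. Scaling by total counts moved the share of lower genes among these calls from 51.3% to 61.2%. Fits of only the groups compared gave 4348, 6840 and 1525 genes in the same order of comparisons, which reverses the order of the knockout comparisons. Which of them has more calls therefore depends on how the groups are fitted. In the fit of all libraries, the number of genes called in all 3 comparisons was 675, and 5932 were called in none.

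Of 2934 genes called in both knockout comparisons, 2833 moved in the same direction and 101 in opposite directions. These 2833 genes, 1077 higher and 1756 lower, set the knockout clone apart from both other groups. The simulations without a difference gave 0, but under an equal spread in all groups. Without knockout replicate 1, 1825 genes were apart in the knockout clone. By the same measure 1765 genes set the control clone apart (922 higher, 843 lower) and 769 set the parental cells apart (487 higher, 282 lower). Without control replicate 2 the control clone had 2784 such genes, and without parental replicates 1 or 2 it had 944 or 1018. The parental count was 508 without knockout replicate 1, 1416 without control replicate 3, and 431, 406 or 383 without parental replicates 1, 2 or 3. With an absolute log2 fold change of at least 1 in both comparisons, the counts were 969 for the knockout clone (182 higher, 787 lower), 432 for the control clone and 273 for the parental cells. Scaling by total counts moved the share of lower genes among those apart in the control clone from 47.8% to 58.3%. Of the genes apart in the knockout clone, 574 also differed between the control clone and the parental cells.

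**Figure D3:**
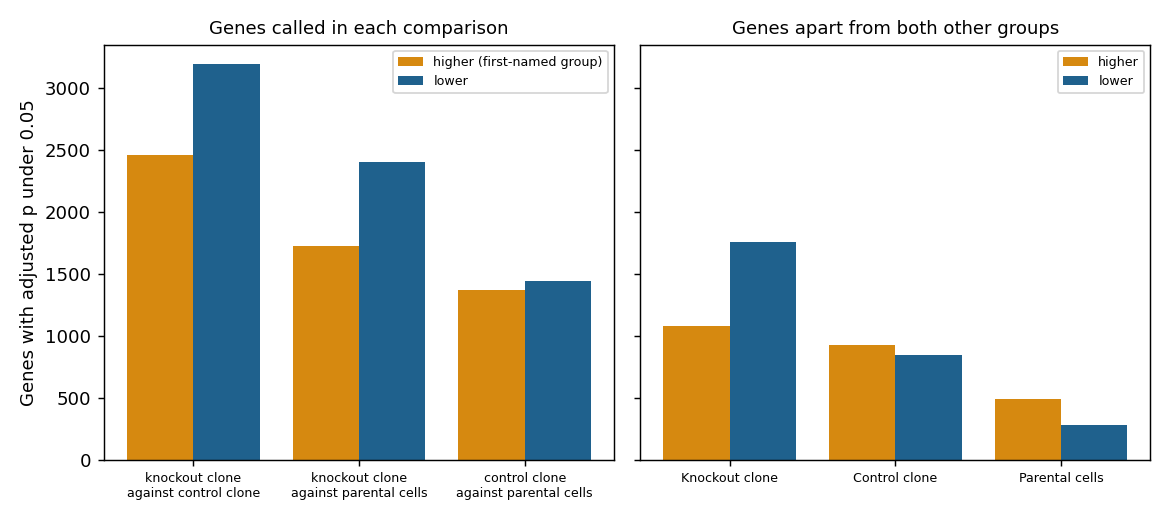
Number of genes (vertical, from 0) called higher or lower in each comparison, on the left, and set apart from both other groups, on the right. The knockout clone had 1077 higher and 1756 lower genes apart, the control clone 922 and 843, and the parental cells 487 and 282.

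Genes with a mean of at least 5 CPM where they were higher and no overlap between a group and the other libraries were ranked by the smaller of both log2 fold changes. Among these, the genes raised most in the knockout clone against both other groups were Has2, Wnt7b, Dkk2, Mmp10 and Ism1. Has2 (chromosome 15 from 56665627 to 56694539) was at 16.4 ± 3.45 CPM in the knockout clone, 0.198 ± 0.139 CPM in the control clone and 0.833 ± 0.367 CPM in the parental cells (SD, n = 3). Its log2 fold changes were 6.40 (SE 0.41, adjusted p 8.24e-06) and 4.26 (SE 0.33, adjusted p 4.06e-05). Wnt7b (chromosome 15 from 85535437 to 85582473) was at 84.4 ± 0.192, 3.63 ± 2.91 and 5.13 ± 1.61 CPM in the same order, with log2 fold changes of 4.58 (SE 0.44, adjusted p 6.05e-05) and 4.03 (SE 0.42, adjusted p 0.000167). Dkk2, Mmp10 and Ism1 had log2 fold changes of 3.89, 3.96 and 2.83 against the control clone and 3.72, 6.05 and 3.77 against the parental cells. The largest of their adjusted p values was 0.00258. Has2 overlaps Has2os and Wnt7b overlaps AU022754, so the division of reads between each pair is uncertain.

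In the same ranking Lpl, Sult1c2, Stk39, Gnao1 and Panx1 had the lowest fitted values and held 0 counts in all 3 knockout libraries. Their fitted fold changes depend on the prior count, so lower bounds are given. Lpl (chromosome 8 from 68880491 to 68907448) was at 41.1 ± 19.8 CPM in the control clone and 14.8 ± 3.16 CPM in the parental cells (SD, n = 3), so the knockout clone was at least 767-fold lower than the control clone (adjusted p 4.29e-05) and at least 271-fold lower than the parental cells (adjusted p 0.000185). For Stk39 the bounds were at least 185-fold and 232-fold lower, for Gnao1 286-fold and 259-fold, for Sult1c2 251-fold and 278-fold, and for Panx1 168-fold and 172-fold. The largest adjusted p among these was 0.00162, for Sult1c2. Panx1 lies on chromosome 9, whose tested genes had a median log2 fold change of -0.53 in both knockout comparisons.

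By this ranking the control clone was set apart most by higher Gm26870 and Ly6c1 and by lower Egr1 and Cdh6. Egr1 (chromosome 18 from 34859823 to 34864984) was at 4.27 ± 1.04 CPM in the control clone, 145.0 ± 18.4 CPM in the knockout clone and 244.0 ± 21.8 CPM in the parental cells (SD, n = 3). Its log2 fold change was -5.84 for the control clone against the parental cells (SE 0.18, adjusted p 7.04e-07) and 5.09 for the knockout clone against the control clone (SE 0.18, adjusted p 3.38e-07). Cdh6 had a log2 fold change of -5.13 in the control clone against the parental cells (SE 0.23, adjusted p 5.47e-06). Ly6c1 was 4.89 higher there (SE 0.60, adjusted p 0.000782) and Gm26870 5.60 higher (SE 0.34, adjusted p 2.28e-05). Gm26870 overlaps 9 annotated genes, and Ly6c1 belongs to a family of similar genes, so both values are uncertain.

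The parental cells were set apart most, by this ranking, by Ddx3y and Eif2s3y, which held 0 counts in all 6 clone libraries, and by lower Pgf and Hpcal4. Both Y chromosome genes have similar copies on the X chromosome, so reads can be divided between them. Ddx3y (Y chromosome from 1260771 to 1286629) was at 14.1 ± 0.39 CPM in the parental cells (SD, n = 3). It was at least 261-fold lower in the knockout clone (adjusted p 4.8e-05) and at least 276-fold lower in the control clone (adjusted p 9.79e-05). Eif2s3y was at least 156-fold and 165-fold lower, and Uty at least 112-fold and 118-fold lower. Kdm5d held 0 counts in the knockout clone, at least 101-fold lower, and 1 count in the control clone, a ratio of 319 with a 95% interval from 56.8 to 12600. Together the 4 genes held 1860 counts in the parental libraries. Xist held at most 3 counts in any library, too few for a fold. Hpcal4 was 3.15 higher (SE 0.20, adjusted p 2.61e-05) and Pgf 2.20 higher (SE 0.47, adjusted p 0.0109) on the log2 scale in the control clone than in the parental cells, and both were also higher in the knockout clone, by 1.93 and 2.88.

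**Figure D4:**
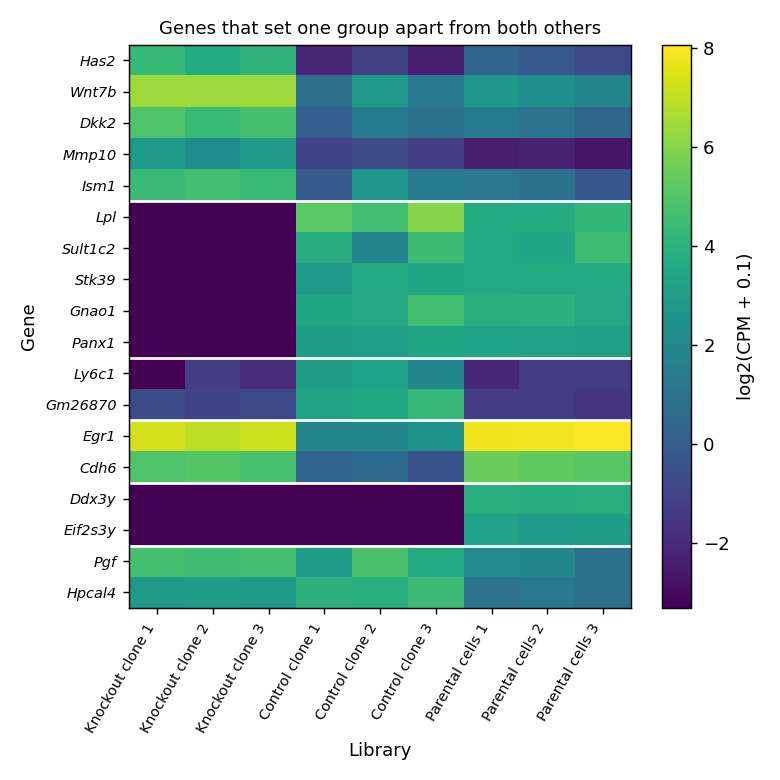
Expression of the 18 genes that ranked highest or lowest for a group (rows), among genes with a mean of at least 5 CPM where higher, as log2 of CPM plus 0.1, in each of 9 libraries (columns), with white lines between genes high or low in each group. Lpl, Sult1c2, Stk39, Gnao1 and Panx1 held 0 counts in the 3 knockout libraries, and Ddx3y and Eif2s3y held 0 in all clone libraries.

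Of the 7 gene lists, the epithelial list was the only one called in either knockout comparison, and 0 lists were called between the control clone and the parental cells, where 2 had an unadjusted camera p under 0.05 (mesenchymal 0.0388 and proliferation 0.00848). Of 26 epithelial genes tested, 21 were lower in the knockout clone than in the control clone, with a median log2 fold change of -1.3 (camera adjusted p 0.000394), and 21 were lower than in the parental cells, with a median of -0.83 (camera adjusted p 0.00051). Within the control clone, 24 of these 26 genes were higher in replicate 3 than in replicate 2, with a median difference of 0.53 on the log2 scale. Both list medians against the other groups were the same with the gene at 0 counts set to its bound. Single genes were called for 24 of the 26 against the control clone (20 lower) and 19 against the parental cells (16 lower), and adjusted over the list alone the counts were 24 and 21. Camera asks whether the genes of a list differ more than other genes. Fry asks whether they differ at all, as many genes do here, so it is no check of the camera calls. Fry also called the epithelial list in both knockout comparisons (adjusted p 0.0014 and 0.00496). Neither camera call held with an estimated correlation (adjusted p 0.388 and 0.652). Fry called 6, 5 and 2 lists in the 3 comparisons. Its smallest adjusted p in both knockout comparisons was for ligands of natural killer cell receptors (1.28e-05 and 0.000129), a list it also called between the control clone and the parental cells (0.0301). It called palmitoylation enzymes (0.00407 and 0.0046) and interferon-stimulated genes (0.00487 and 0.00554) in both knockout comparisons, all downward. Against the control clone it called MHC class I presentation downward (0.0418) and mesenchymal genes upward (0.000735). Mesenchymal genes were also called between the control clone and the parental cells, as lower in the control clone (0.000208). The mesenchymal list changed direction with the test, from a median of 0.28 and an upward direction in camera to a downward call in fry (adjusted p 0.0283) against the parental cells. Against the control clone, the camera adjusted p of the other lists was 0.312 for palmitoylation enzymes, 0.115 for ligands of natural killer cell receptors, 0.464 for MHC class I presentation, 0.0908 for interferon-stimulated genes, 0.312 for mesenchymal genes and 0.0681 for proliferation genes. Against the parental cells these were 0.64, 0.64, 0.64, 0.0575, 0.64 and 0.769 in the same order. The interferon-stimulated list had medians of -0.45 and -0.48. Against the parental cells, camera called it without a filter (adjusted p 0.00272) and with the replicate block (0.0495). It was also called in the fit of only the groups compared (0.0216) and when leaving out any library but parental replicate 2. It was not called there with the other scalings, limma voom or a mean of at least 5 CPM. Against the control clone, camera called it without a filter (0.0053) and at a mean of at least 5 CPM (0.0449). Fewer of the fits that left out 1 library called it there. The list of ligands of natural killer cell receptors was called against the control clone at a mean of at least 5 CPM (adjusted p 0.0449). Camera also called the proliferation list, against the control clone without a filter (adjusted p 0.00584), with the replicate block (0.0303) and in 4 fits that left out 1 library, and between the control clone and the parental cells in 6 alternatives (adjusted p from 0.000168, without control replicate 2, to 0.0321). Between those groups it called the mesenchymal list without a filter (0.00374) and the epithelial list at a mean of at least 5 CPM (0.0283).

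Of the list members, 26 were apart in the knockout clone with an absolute log2 fold change of at least 1 in both comparisons. Of the palmitoylation enzymes, Zdhhc15 was lower (-2.92 and -3.81) and Zdhhc23 higher (4.89 and 2.48). Among ligands of natural killer cell receptors, Nectin1 was lower (-6.08 with SE 0.30 and adjusted p 1.72e-06, and -7.26 with SE 0.29 and adjusted p 5.67e-07), as were Icam1 (-1.44 and -1.30) and Clec2d (-1.13 and -1.09). Nectin1 and Icam1 lie in the part of chromosome 9 where most genes were lower, and the Clec2d call was lost without knockout replicate 1 (adjusted p 0.0809). Tapbpl of the MHC class I list was lower (-1.49 and -1.12). The interferon-stimulated genes Oasl1, Ifi27, Uba7, Dtx3l and Parp9 were lower, by log2 fold changes from -2.90 to -1.11. Dtx3l and Parp9 overlap each other and lie on chromosome 16, whose genes had medians of -0.35 and -0.29, and Parp9 was not called in both fits of only the groups compared (adjusted p 0.0514). The epithelial genes Krt19 (-3.12 and -2.73), Elf3 (-2.42 and -1.99), Ocln, Tjp3, Mal2 and Dsp were lower. Grhl3 was at 0 counts, at least 37.5-fold and 78.5-fold lower, and Ehf held 2 counts, a ratio of 16.5 (95% interval 4.25 to 142) and 18.3 (4.71 to 157). Cldn4 (3.57 and 3.29) and Epcam (1.96 and 1.58) were higher at low counts, 82 and 34 in the knockout clone. The Epcam call was lost with DESeq2 (adjusted p 0.0851), without a filter (0.0821) and without parental replicate 2 (0.066). Of the mesenchymal genes, S100a4 (-2.58 and -2.73), Col6a2 (-2.52 and -2.81), Col6a1 and Sparc were lower, and Twist1 was at 0 counts, at least 6.3-fold and 41.3-fold lower. These do not stand for the list. Of its 18 tested genes, 11 were higher than in the control clone (8 called higher, 6 called lower). Against the parental cells 12 were higher (7 called higher, 6 called lower). Several of these genes overlap annotated neighbours, among them Zdhhc15, Nectin1, Icam1, Tapbpl, Oasl1, Uba7, Elf3, Tjp3, Dsp and S100a4, which leaves their counts uncertain to that extent.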

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

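The alternatives below were chosen before the data were examined. Under each of those run for single genes, which leave out glmTreat and the added threshold on the fold change, Zdhhc20 was called lower in the knockout clone in both comparisons, from -1.68 to -1.44 against the control clone and from -1.20 to -1.04 against the parental cells. Its difference between the control clone and the parental cells was called without a filter (0.408) and with the replicate block (0.401), and ranged from 0.322 to 0.56 over the 9 fits that each left out 1 library, called only without control replicate 2.

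The counts of called genes stayed within 1.5 times of those reported under the other scalings, the other filters, DESeq2 (6010, 4463 and 3266 genes) and limma voom. A stricter question lowered all of them by construction. Against a fold change of 1.2 with glmTreat the comparisons gave 3560, 2330 and 1203 genes, and 1615, 697 and 329 were apart in the knockout clone, the control clone and the parental cells. With an absolute log2 fold change of at least 1 these were 1843, 1392 and 851, and 969, 432 and 273. Fitting only the groups compared gave 4348 genes for the knockout clone against the control clone and 6840 against the parental cells. It gave 1525 for the control clone against the parental cells, with 874 genes apart in the control clone. The order of the knockout comparisons was thus reversed. For the knockout clone against the parental cells, that fit leaves the control clone out of the estimate of spread. The median SD of the control clone (0.203) was the largest of the groups.

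Over the fits that each left out 1 library, the calls ranged from 4301 to 7204 for the knockout clone against the control clone, from 2515 to 5693 against the parental cells, and from 1472 to 4102 for the control clone against the parental cells. Genes apart ranged from 1825 to 4154 in the knockout clone, from 944 to 2784 in the control clone and from 383 to 1416 in the parental cells. Without control replicate 2 the comparisons gave 7204, 5676 and 3930 genes, more than with it although fewer libraries were used, and without control replicate 3 they gave 6058, 5693 and 4102. Scaling by total counts moved the share of lower genes from 51.3% to 61.2% for the control clone against the parental cells and from 47.8% to 58.3% for genes apart in the control clone, and the median of all genes moved by less than 0.1 on the log2 scale.

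List calls depended more on the processing. Without a filter 3, 2 and 2 lists were called in the 3 comparisons, and at a mean of at least 5 CPM 3, 1 and 2. Limma voom called 1 list between the control clone and the parental cells, and the fit of only the groups compared called 2 for the knockout clone against the parental cells. Fry called 6, 5 and 2, and an estimated correlation 0 in each. The ranges over fits that left out 1 library were 1 to 3, 1 to 2 and 0 to 1. The epithelial list stayed called in both knockout comparisons except with the estimated correlation. At a mean of at least 5 CPM it was also called between the control clone and the parental cells (adjusted p 0.0283), as was the proliferation list. The cause of the other changes was not tested. The mesenchymal list reversed in 1 case: for the knockout clone against the parental cells, camera gave it an upward direction without a call (adjusted p 0.64) and fry a downward call (adjusted p 0.0283), with 7 of its called genes higher and 6 lower. Among single lists, 42 results became called and 2 lost their call, and no named gene reversed. Among the results of named genes other than Zdhhc20, which is described above, 9 became called, for Xpo4, Rcbtb1 and Setdb2. Another 10 lost their call, for Epcam, Cab39l, Lats2, Ska3, Mrpl57, Parp9 and Clec2d. Of the fits that left out 1 library, only the one with the smallest change was counted for a named gene.

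The replicate numbers are shared by the groups, but same-numbered libraries did not deviate together. The correlation of their deviations was -0.13 to 0.21 (median 0.046) over 9 pairs, against -0.3 to 0.25 (median -0.017) for other numbers. With the replicate number as a block, 5528, 3941 and 2492 genes were called, 2739, 1581 and 682 were apart, and 2, 2 and 1 lists were called.

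Depth can limit genes of few counts, but recovery in the simulated data was not split by count, so this was not tested. In the simulated data 74% of the changed genes were recovered for the knockout clone against the control clone, so genes not called there are not shown to be unchanged.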

Other observations

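The tests of GC content, length, depth, chromosome segments, neighbours of silent genes and other splits of the libraries were set out before their results were seen. The tests of mislabelling, of a shared axis between libraries, of clone differences, of the Y chromosome, of the depth behind silent genes and of Micu2 were chosen only after the result was seen.

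The 2833 genes apart in the knockout clone were set against technical explanations. After correction of each library for its GC trend 2662 of them were still apart, after correction for transcript length 2641, and after thinning all libraries to 16525869 counts 2721, which argues against GC content, length or depth as the whole cause. Each library correlated better on average with its own group than with any other, with 0 exceptions, which argues against a swapped library. Of 100 splits of the 9 libraries into 3 groups of 3, the real one included, 1 gave as many genes apart in the knockout clone (highest other 459), 2 gave as many as the 1765 of the control clone (highest other 1976) and 3 as many as the 769 of the parental cells (highest other 2037). For each of the 3 comparisons 1 of the 10 splits of the 6 libraries gave as many called genes, the real one, and the other splits gave 0. A design of 3 against 3 has only these 10 splits and cannot go below 0.1. For the lists, 10 and 7 of 10 splits gave as many called lists in the knockout comparisons, so the number of lists called does not set the real split apart there. Between the control clone and the parental cells the real count was 0, which all 10 splits were bound to reach, so that value says nothing. The adjusted p of the epithelial list was smaller in the real split (0.000394 and 0.00051) than in any other (lowest 0.00173 and 0.00128), but 3 and 6 other splits also fell under 0.05. Between the control clone and the parental cells, where the real value was 0.44, 4 other splits fell under 0.05 and the lowest, 8.75e-06, was smaller than either knockout value. A small adjusted p of this list is therefore no evidence by itself of a difference between groups.

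What stays open is how much of the difference belongs to Zdhhc20. The control clone, which kept Zdhhc20, had 1765 genes apart from both other groups. Loss of Zdhhc20 and the identity of a clone cannot be told apart with 1 clone of each kind, so a part of the 2833 genes may be differences between clones unrelated to Zdhhc20. An effect of losing Zdhhc20 is also open.

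A part of the knockout difference followed an axis also seen between libraries of 1 group. Among the genes apart in the knockout clone that differed by at least 0.5 on the log2 scale between control replicates 3 and 2, 540 of 631 (85.6%) went the other way in the knockout clone, against 70.3% of other genes. Without that minimum difference the lean was weaker, 68.2% of 2233 genes apart and 61.9% of the genes not apart, all of at least 5 CPM. Between parental replicates 3 and 1 this held for 155 of 160 (96.9%), against 67.5%. Across genes, Spearman's rho against the knockout difference from the parental cells was -0.366 for control replicates 3 and 2. It was -0.475 for control replicates 1 and 2, but only -0.103 for control replicates 3 and 1. Within the control clone the stronger values were thus those of pairs that include replicate 2. For parental replicates 3 and 1 against the knockout difference from the control clone, rho was -0.446. Genes are not independent replicates, and these libraries were picked because they differed. Of the 26 epithelial genes, 24 were higher in control replicate 3 than in replicate 2 (median 0.528). A variable culture state, such as density, may therefore make up part of the difference. How large that part is was not determined. A first test counted 785 of 2233 genes apart (35.2%) that differed by under 0.2 between control replicates 3 and 2. It excludes nothing and was replaced by the direction test after its value was seen.

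The larger spread of the control clone was not removed by equal depth. After thinning, its median SD was 0.206, against 0.0769 and 0.0852 in the knockout clone and the parental cells. No biological explanation of the spread was tested.

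Both clones lacked reads of 4 Y chromosome genes that the parental cells expressed. At the parental level at least 571 counts were due in each clone library, against 0 in the knockout libraries (which allows up to 0.16% of the parental level) and 1 in the control libraries, which argues against depth. Of 7 Y genes with at least 10 parental counts, Gm20775, Mid1-ps1 and Gm47283 kept counts in the clones. The first 2 are annotated as pseudogenes, and reads from copies elsewhere were not excluded. Loss of the Y chromosome in the cells that gave rise to the clones may explain the pattern. A female origin of the clones stays open, since Xist, at 3 counts or fewer in each clone library, would also be silent in a female line without an inactive X. The parental cells may hence differ from both clones for reasons other than editing.

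Gene expression differed by chromosome. The median log2 fold change of 15, 12 and 12 of 20 chromosomes in the 3 comparisons lay outside that of 10000 random gene sets of the same size (permutation test, two-sided, Benjamini-Hochberg adjusted p under 0.05, smallest possible p 1e-04), so clones and line differed along chromosomes in each pairing. The unedited control clone also had such shifts against the parental cells, for example medians of 0.294 on chromosome 12 and -0.201 on chromosome 13. Only chromosomes 9 and 16 were followed along their length. The knockout clone was lowest on chromosome 9, at -0.526 against the control clone and -0.534 against the parental cells, with 75.1% and 80.7% of 748 genes lower. The shift was uneven. In 4 segments of 187 genes along the chromosome the medians were -0.859, -0.808, -0.2 and -0.061 against the control clone and -0.72, -0.734, -0.399 and -0.143 against the parental cells, with the first 2 segments ending at 65595967. The value of -0.061 lay inside the range of random sets (lower bound -0.121), while that of -0.143 lay below it (lower bound -0.078), so against the parental cells all 4 segments were lower. The difference between the first 2 segments and the last argues against an equal loss of the whole chromosome as the only cause. A smaller shift of the whole chromosome beside a larger one in its first part stays open. After GC correction the medians stayed at -0.51 or lower. Genes of the first 2 segments did not move between control replicates 3 and 2 (median 0.033, random sets -0.056 to 0.073), which argues against the shared axis. A loss of part of chromosome 9 in the knockout clone is a candidate explanation. It was not tested on DNA.

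On chromosome 16 the knockout clone was lower in all 4 segments, with medians from -0.383 to -0.261, each below the range of random sets, and at -0.293 or lower after GC correction. A lower copy number of the whole chromosome in the knockout clone, or in part of its cells, may explain this. Panx1, Nectin1, Icam1, Dtx3l and Parp9 lie in these regions, so their lower values are not specific to single genes to that extent.

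Some genes were silent in the knockout clone alone. With at most 3 counts in each knockout library and a mean of at least 5 CPM in both other groups, 20 genes qualified, 19 of them on chromosomes 1 to 19 or X, against 0 silent in the control clone alone and 0 in the parental cells alone. Lpl, Gnao1, Stk39, Sult1c2, Panx1, Bmp2 and Dab2 are among them, Bmp2 and Dab2 being named after their values were seen. At the level of the other groups at least 326 counts were due for each, which argues against depth. Of the 16 with a mean of at least 5 CPM over all libraries and a position, 0 (0%) had a silent gene as nearest neighbour, which argues against deletions that span neighbouring expressed genes. Deletions within single genes and silencing stay open, and neither was tested.

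Micu2, next to Zdhhc20 among tested genes, fell with it. The other genes of chromosome 14 had a median of 0.192 or higher in both comparisons, which argues against a downward shift of the whole chromosome. Chromosome 14 was itself shifted upward, with medians of 0.19 and 0.212 against upper bounds of 0.036 and 0.038 for random sets. Higher values of genes near Zdhhc20 are therefore not specific to that site to that extent. A deletion at the edited site that takes in both genes on 1 allele may explain the pair, but 7.59% of all tested genes fell as much in both comparisons, so this cannot be told apart from an unrelated change without the DNA.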
